A study of Mus musculus with 24 samples. Its data were reported in "p53 restoration in small cell lung cancer identifies a latent cyclophilin-dependent necrosis mechanism" (2023).

How the data were processed

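The authors deposited a table of TPM values, which was used as deposited. According to the study, libraries were stranded and made from mRNA, and reads were single-end. Its methods name kallisto or HISAT2 for alignment and do not say which of them lies behind the TPM table. The methods write mm10 and GRCm39 for the same step, so the build behind the table is uncertain. TPM sums to 1000000 in each of the 24 libraries, so a rise in abundant genes lowers all others and absolute RNA content cannot be read. TPM holds no counts, so sequencing depth is unknown and methods for counts were not used.

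The design, the groups, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. Values were analysed as log2(TPM + 1). On this scale, with a pseudocount of 1, fold changes of genes with low values are understated. Genes with a TPM of at least 1 in at least 3 samples were tested, 14104 of the 25239 genes in the table; 20066 genes were above 0 in any sample. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with trend), with 1 coefficient for each of the 8 groups. The study's methods name limma or DESeq2 and do not say which of them gave its counts of genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute change of at least 1 log2 are called. Adjustment was over the 14104 genes within each of 12 comparisons. All tests were two-sided. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

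The 4 libraries of a line are paired by cell line, as the labels state. This was checked on the values: after removing group means, libraries of one line correlated with r of 0.599 to 0.929 (36 pairs, median 0.76), and libraries of different lines of a type with r of -0.675 to 0.0438 (72 pairs). Samples of the same group had r of 0.883 to 0.978 and 0 columns were identical. The main test had no block, and the block was an alternative. Without the block, changes within a line are tested against a spread that holds the differences between lines. Their p-values tend to be too large, and counts below the number expected by chance do not argue against changes. The comparison of types in Control cannot take the block because each line gives it 1 library. Its spread came from all 24 libraries, in which each line counts 4 times. Its p-values from limma, camera and fry are therefore likely too small.

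The scripts were tested on simulated data with the spread of these samples, in which 200 of 14104 genes were changed, in 3 draws. Without the block 64 percent of genes changed by 1.5 log2 and 90.3 percent of those changed by 3 log2 were called, with a mean of 0 and 0.333 false calls. With the block it was 93 and 99.2 percent, with 1.67 and 3.33 false calls. The median estimates were 1.5 and 3 log2, with 0 genes of the wrong sign. A low count of calls without the block therefore does not exclude changes of 1.5 log2 in single genes. With the block 93 percent of such simulated changes were called, so a low count in a comparison of that kind argues against many of them. The changes were planted only on restoration in Type D. Power for an interaction or for a difference between types was not measured.

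There were 20 gene lists, 8 from the study and 12 of known genes. Of these, 16 were tested with camera (preset correlation 0.01) and fry from limma, adjusted over the 16 lists within a comparison. The 8 from the study are the Type V Signature, the Type D signature and Modules 1 to 6. Of their genes, 57 of 57, 108 of 109, 249 of 252, 57 of 61, 234 of 243, 77 of 78, 101 of 102 and 79 of 79 were matched, some through older symbols. The own lists tested are p53 targets, cell cycle, cholesterol synthesis, mesenchymal, epithelial, neuroendocrine, interferon and ER stress. The cyclophilins, subtype factors, label checks and cell death genes were read gene by gene, and 1 gene is not reported here. Lists overlap: 33 of 58 p53 targets are in Module 1, 6 in Module 5 and 3 in Module 6, and 21 of 40 cell cycle genes are in Module 3. The value of a list in a line is the mean log2 difference over its genes, followed by mean and SD over the 3 lines. Exact permutation tests compare types, with a smallest possible p of 0.1, and exact sign-flip tests use the lines of a type, with a smallest possible p of 0.25.

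Named genes are the 3 largest rises and the 3 largest falls per comparison among called genes that move the same way in all 3 lines. For the comparison of types in Control the 3 values of one type must all lie above those of the other. The genes of the small lists were named in advance. Kept shares are slopes through 0 over genes, per line. Principal components used centered, unscaled values of the 12 Control and Restored libraries.

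Alternatives were a pseudocount of 0.1, no filter, a TPM minimum of 5 (11785 genes), quantile normalization, median-ratio scaling, the cell line block, a fit to the compared groups alone, medians over genes, scaled components, and each line left out in turn. Median-ratio factors ran from 0.881 to 1.11. Gene positions come from GENCODE release M21 on GRCm38, whose models may differ from those behind the table. GC content and gene length from the same release were used in tests of technical explanations. Chromatin data, protein data and in vivo samples were not analysed here.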

Results

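RNA-seq profiles were compared across 6 cell lines grown from small cell lung tumors of mice. In these lines the Trp53 gene, which encodes the p53 protein, is held off and can be switched back on with 4-hydroxytamoxifen. The study had sorted the lines by what follows: 3 Type D lines (4711-1, 4711-18 and 4716-11, here replicates 1, 2 and 3) lose viability, and 3 Type V lines (4711-11, 4716-10 and 4716-14) stay viable. Each line gave 4 libraries after 72 h: untreated (Control), cyclosporin A (CsA, a drug that binds cyclophilins; Control + CsA), p53 switched on (Restored), and both treatments (Restored + CsA). The 24 libraries therefore formed 8 groups of 3 lines. TPM keeps no record of sequencing depth, so depth is unknown. Of the 25239 genes listed, 11853 to 12651 per library reached a TPM of 1, and 34.7 to 42.9 percent were listed at 0. The 10 most abundant genes took 4.5 to 6.67 percent of the TPM of a library.

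Trp53 was examined first, as a check on the labels. Among the 12 libraries without restoration its TPM lay between 10.5 and 15.3, and among the 12 libraries with restoration between 182 and 253. In Type D the mean was 11.9 ± 1.78 TPM in Control (SD, n = 3) and 199 TPM in Restored. In Type V it was 14.1 ± 0.604 and 219 ± 32.2 TPM. The change was 3.97 log2 in Type D (limma adjusted p 7.14e-13) and 3.85 in Type V (2.46e-12), with a rise in all 3 lines of each type, and it did not differ between types (difference 0.12, adjusted p 1).

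**Figure D1:**
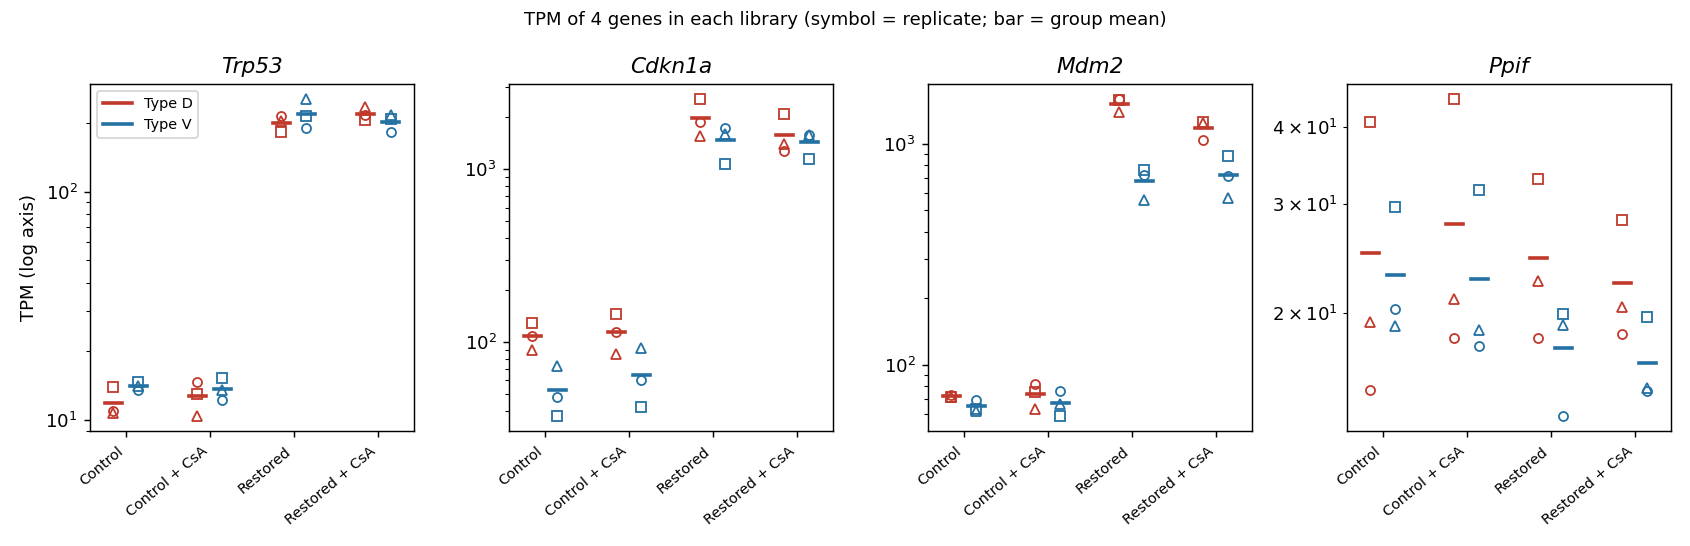
TPM of Trp53, Cdkn1a, Mdm2 and Ppif in each of the 24 libraries on a log axis, with Type D in red and Type V in blue. Symbols mark replicates (circle 1, square 2, triangle 3) and bars mark the mean of the 3 lines in a group.

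Before restoration, 624 genes were higher in Type D than in Type V and 622 were lower (adjusted p under 0.05 and a change of at least 1 log2; 14104 genes tested). For 1236 of these 1246 genes the 3 lines of one type all lay above the 3 of the other, an arrangement that chance gives to 10 percent of genes. The 1246 were chosen on the same libraries, so this describes them and is no separate evidence. At unadjusted p under 0.05 there were 3850 genes against 705 expected by chance. The median of all genes was -0.12 log2, and -0.0177 after median-ratio scaling, so single changes are read against that offset. The even split depends on settings: median-ratio scaling gave 705 genes higher and 548 lower, quantile normalization 739 and 519, and a pseudocount of 0.1 gave 681 and 796. Without Type V replicate 1 it was 529 and 689, and without Type V replicate 2 it was 754 and 873. The choice that moved the count most was fitting the 6 Control libraries alone, in which each line counts once. It gave 631 genes, 620 of them among the 1246. Leaving out Type D replicate 1 gave 800. The largest differences among genes separated in all lines were Lgals2 (7.03 log2, adjusted p 0.000114), Clca3b (6.31, 8.79e-05) and Fermt1 (6.29, 1.59e-09), higher in Type D, and Ifitm3 (-8.84, 1.31e-06), Mgp (-7.84, 1.83e-13) and Fstl1 (-7.66, 4.26e-11), lower in Type D.

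Gene lists were then compared between types at the Control stage. The study's Type V Signature was lower in Type D for 54 of 54 genes, and its Type D signature was higher for 107 of 107, with 99 called (100 over the list alone). Both lists were chosen by the study on these samples, so these counts are not independent evidence. Among lists of known genes, the mesenchymal list differed by -3.24 log2 (Type D minus Type V; 29 of 29 genes lower, 16 called, 22 when adjusted over the list alone; fry adjusted p 1.49e-09). The epithelial list stood 1.91 log2 higher (22 of 24 genes, 10 called, 11 over the list alone; fry 2.52e-06), and the interferon list differed by -1.01 (18 of 21 genes lower, 6 called, 8 over the list alone; fry 4.93e-07). Fry also takes its spread from all 24 libraries, so its p-values in this comparison are likely too small. For each of these 3 lists all Type D lines lay on one side of all Type V lines (exact permutation test, two-sided p 0.1, the smallest possible for 3 against 3 lines). The neuroendocrine list differed by -0.10 log2 over the 11 genes tested (exact permutation two-sided p 0.9, fry 0.393). Of the 16 lists tested, camera singled out 10, and 8 of those also passed under fry; Module 2 and cholesterol synthesis did not. Among p53 targets 3 genes were higher in Type D and 3 lower, with the same counts over the list alone. These were Gdf15 (4.35 log2), Crip2 (2.87) and Cdkn1a (1.07, adjusted p 0.0245), higher, and Tap1 (-2.11), Ptpn14 (-1.34) and Sesn1 (-1.17, adjusted p 0.0394), lower. Cdkn1a was called only without Type D replicate 3 or Type V replicate 3 among the 6 lines left out in turn, and ran down to 0.856 (without Type V replicate 2). Sesn1 was called only without Type V replicate 2, and was -0.92 without Type V replicate 1. In a fit to the compared groups alone, Crip2, Cdkn1a, Ptpn14 and Sesn1 were not called.

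Principal components of the 12 libraries without CsA placed 41.5 percent of the variance on component 1 and 17.9 percent on component 2. Component 1 parted the types: Type D libraries ran from -69.1 to -49.8 and Type V libraries from 35.5 to 79.2. Component 2 parted the treatments, from -60.4 to -21.8 in Control and from 1.6 to 49.8 in Restored. Scaling each gene to unit variance moved these shares most, to 27.7 and 22.3 percent.

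**Figure D2:**
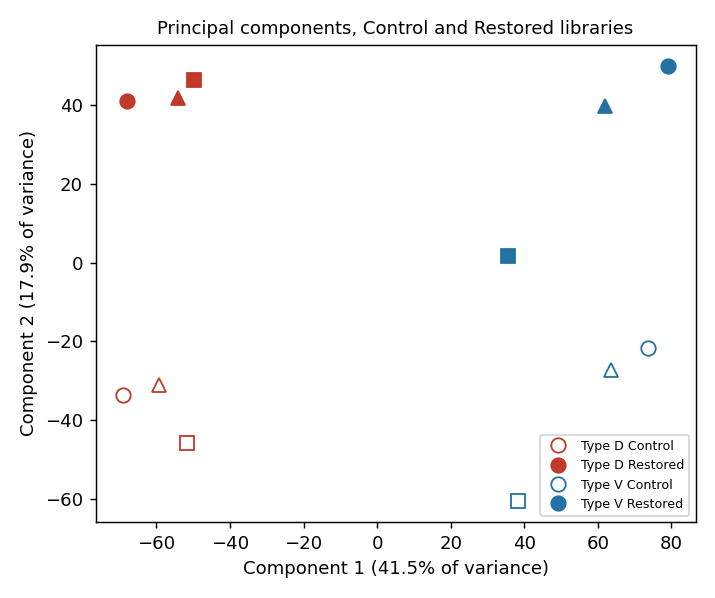
Principal components 1 and 2 of the 12 Control and Restored libraries, with Type D in red and Type V in blue. Open symbols are Control, filled symbols are Restored, and circle, square and triangle are replicates 1, 2 and 3.

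Restoration of p53 changed many genes in both types. In Type D 633 genes rose and 344 fell between Control and Restored, and in Type V 478 rose and 268 fell. The changes had the same sign in all 3 lines for 973 of the 977 genes in Type D and 745 of the 746 in Type V. At unadjusted p under 0.05 there were 3563 and 3117 genes, against 705 expected. The cell line block moved these counts most in Type D, to 995 higher and 587 lower. In Type V it gave 809 higher and 413 lower, and fitting only the compared groups gave 291 genes, 286 of them among the 746. Without Type D replicate 2 the Type D count was 604. After quantile normalization the Type D split was 499 higher and 421 lower.

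The responses of the types overlapped. Of the Type D calls, 319 of 633 higher genes and 199 of 344 lower genes were also called in Type V, and 0 genes were called in opposite directions. Among higher genes of Type D 97.6 percent had the same sign in Type V, and among lower genes 94.8 percent did. Their median change was 1.54 log2 in Type D and 1.14 in Type V for higher genes, and -1.65 and -1.25 for lower genes. Because the genes were chosen in Type D, a smaller median in Type V follows in part from the choice. In the other direction, genes chosen in Type V had medians of 1.59 there and 1.47 in Type D for rises, and -1.54 and -1.67 for falls.

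Among genes that moved the same way in all 3 lines, the largest rises in Type D were 1700007K13Rik (5.81 log2, adjusted p 4.04e-08), Atg9b (5.48, 2.18e-05) and Sytl1 (5.36, 7.69e-10). The largest falls were Vsig1 (-4.20, 0.000519), Sprr2b (-4.02, 0.000205) and Plk1 (-3.79, 3.84e-06). In Type V the largest rises were Atg9b (6.34, 5.56e-06), Svop (6.11, 5.78e-11) and 1700007K13Rik (6.08, 2.18e-08), and the largest falls were Mgp (-4.08, 3.5e-09), Rpph1 (-3.01, 0.00101) and Sprr2a3 (-2.87, 0.000415). Sprr2b and Sprr2a3 belong to a family of near-identical genes, and Rpph1 is a short ribozyme RNA, so their values are uncertain.

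The p53 targets, a list of 58 known genes fixed before the data were examined, rose by 2.11 ± 0.106 log2 in Type D (mean ± SD over 3 lines) and by 1.86 ± 0.143 in Type V. All 3 lines of each type rose (exact sign-flip test, two-sided p 0.25, the smallest possible for 3 lines). In Type D 44 of 58 genes were called higher (44 over the list alone) and in Type V 41 (44). The largest rises in the list were Ak1 (4.55 log2), Tap1 (4.53) and Mdm2 (4.37) in Type D, and Cdkn1a (4.80), Dcxr (4.01) and Crip2 (3.76) in Type V, each in all 3 lines. The rise was 0.253 log2 larger in Type D (exact permutation two-sided p 0.1; fry adjusted p 0.207, and 0.0422 with the cell line block). Cdkn1a rose from 109 ± 19.3 to 1991 ± 499 TPM in Type D (4.17 log2) and from 52.6 ± 17.7 to 1469 ± 353 TPM in Type V. Mdm2 rose from 72.1 to 1512 ± 112 TPM in Type D and from 65 to 680 TPM in Type V (3.36 log2). The difference between types for Mdm2 was 1.01 log2 (adjusted p 0.314, and 0.00746 with the cell line block).

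The study divided genes that respond to restoration into 6 modules, which it chose on the Control and Restored libraries used here, so their behavior in those libraries is not independent evidence. Module 1 rose by 1.97 ± 0.11 log2 in Type D (213 of 247 genes called, 218 over the list alone) and by 1.91 ± 0.194 in Type V (188, 204). Module 5 rose by 1.81 ± 0.285 in Type D (82 of 101, 91 over the list alone) and by 1.08 ± 0.0856 in Type V (35, 41). Module 6 rose by 1.52 ± 0.0846 in Type D (53 of 76, 59) and by 1.12 ± 0.144 in Type V (30, 36). Module 2 changed by -1.22 ± 0.288 in Type D (35 of 56 lower, 35) and by -1.05 ± 0.224 in Type V (24, 26). Module 3 changed by -1.89 ± 0.478 (184 of 231, 187) and -1.44 ± 0.186 (162, 173), and Module 4 by -1.59 ± 0.39 (26 of 76, 36) and -0.53 ± 0.0798 (5, 6). Each module moved the same way in all 3 lines of both types. The choice that moved Module 5 in Type V most was a pseudocount of 0.1, which gave 1.33.

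Lists of known genes outside the p53 pathway also moved. The cell cycle list changed by -1.76 ± 0.624 log2 in Type D (22 of 40 genes lower, 22 over the list alone) and by -1.24 ± 0.301 in Type V (21, 21). The cholesterol synthesis list changed by -1.33 ± 0.828 in Type D (16 of 25, 18) and by -1.17 ± 0.436 in Type V (11, 16), in all 3 lines of each type; without Type D replicate 2 the Type D value was -0.87. In Type D fry passed 10 of 16 lists: the 6 modules, p53 targets, cell cycle, cholesterol synthesis and interferon. Camera passed 10 as well, with the Type D signature in place of interferon. In Type V fry passed 8 and camera 9, and the list passed by camera alone was Module 4 (fry adjusted p 0.163, and 0.000343 with the cell line block). With the block fry passed 13 and 11 lists.

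The response to restoration was then compared between types gene by gene. Without the block 4 genes differed, 3 with a positive difference (Type D minus Type V) and 1 with a negative difference. Mgp is among the 3 because it fell in Type V (-4.08 log2) and hardly changed in Type D (0.13). At unadjusted p under 0.05 there were 540 genes, against 705 expected. The spread of this fit holds the differences between lines, so the low count does not argue against differences between types. The cell line block moved the count of 4 most, to 160 positive and 184 negative differences. Without a filter on low values it was 7, without Type D replicate 3 it was 8, and a fit to the compared groups alone gave 2. Without Type V replicate 2 it was 15, with 3 positive and 12 negative differences, so the balance of directions reversed. The 4 genes were Lilr4b (4.36 log2, adjusted p 0.000872), Mgp (4.21, 5.45e-06), Lilrb4a (3.16, 0.00142) and Gm15987 (-4.41, 0.000624), each separated in all lines. Lilrb4a was not called without Type V replicate 1 (3.12), and neither it nor Lilr4b was called in a fit to the compared groups. Mgp was not called with a pseudocount of 0.1 (4.84). Lilr4b was at 0.343 TPM in Type D Control and at 70.6, 20.9 and 13.4 TPM in the 3 Type D Restored libraries. Lilrb4a was listed at 0 in all Type D Control libraries and at 17.1, 7.27 and 4.74 TPM in Restored. Lilr4b and Lilrb4a are close paralogs, so the division of reads between them is uncertain. Gm15987 went from 0.37 to 26.7 ± 10.9 TPM in Type V and from 0.485 to 0.338 in Type D. It is an antisense RNA that overlaps Clec2g on the opposite strand, so its value is uncertain. Mgp fell from 252 ± 41 to 14.4 ± 5.24 TPM in Type V, and was at most 0.312 TPM in Type D Control. Among the 16 lists, fry passed only Module 5 (difference 0.733 log2, fry adjusted p 0.00178, exact permutation two-sided p 0.1), camera passed 11, and with the cell line block fry passed 9. Module 4 differed by more (-1.06 log2; fry 0.207, with the block 0.000445), and Module 6 by 0.393 (fry 0.207, with the block 0.000483), each with all lines of one type on one side (exact permutation two-sided p 0.1). Under CsA these differences were -1.05 and 0.416.

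For CsA without restoration, the fit without the block called 0 genes in Type D and 0 in Type V. At unadjusted p under 0.05 there were 114 and 54 genes, against 705 expected by chance. The spread of this fit holds the differences between lines, so these low counts do not argue against changes. The cell line block moved the Type D count most, to 2 higher genes. Without Type V replicate 3 the Type V count was 1. For the 16 lists fry passed 0 in each type, with or without the block, while camera passed 8 in Type D and 6 in Type V. The ER stress list changed by 0.496 ± 0.158 log2 in Type D (0 genes called, 1 over the list alone) and by 0.286 ± 0.102 in Type V (0 called). The cell cycle list changed by -0.26 ± 0.104 and -0.24 ± 0.107. Each moved the same way in all 3 lines of each type (exact sign-flip, two-sided p 0.25). The ER stress and cell cycle lists are named here after their values were seen.

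**Figure D3:**
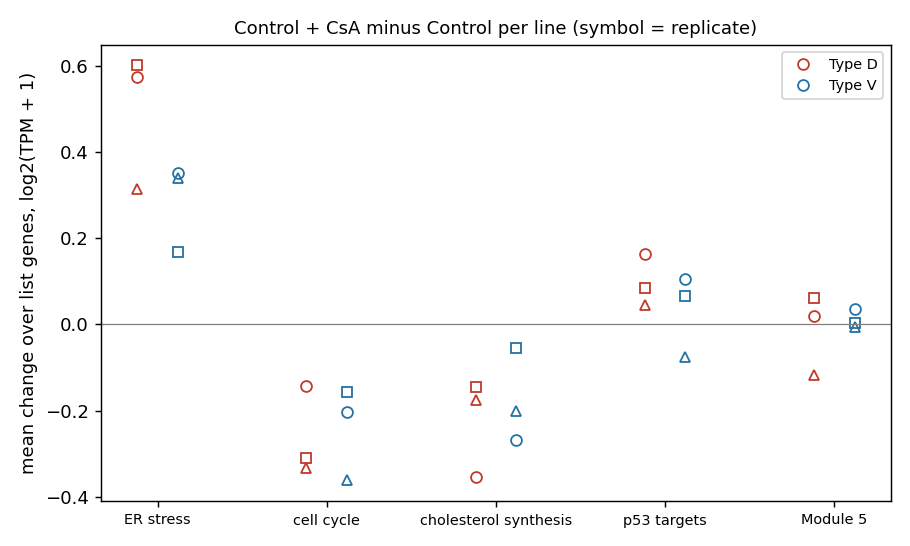
Mean change from Control to Control + CsA over the genes of 5 lists in each of the 6 lines, on the log2(TPM + 1) scale. Type D is red, Type V is blue, and circle, square and triangle are replicates 1, 2 and 3.

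CsA added to restored p53 lowered 2 genes and raised 0 in Type D, and changed 0 genes in Type V. At unadjusted p under 0.05 there were 229 and 100 genes, against 705 expected. As for CsA alone, low counts without the block do not argue against changes. The cell line block moved the Type D count most, to 18 lower genes. It was 0 with a pseudocount of 0.1, 0 with a TPM minimum of 5, 0 with only the compared groups, and 1 after quantile normalization or median-ratio scaling. Without Type D replicate 1 or replicate 3 it was 1, and without Type V replicate 3 the Type V count was 1. The 2 genes were Lilr4b (-2.45 log2, adjusted p 0.0314) and Lilrb4a (-2.21, 0.00663), lower in all 3 lines. Without Type D replicate 1 neither was called (-1.81 and -1.59), and the 1 gene called was another. Lilr4b was also not called without replicate 2 (-2.86) or replicate 3 (-2.69). Lilr4b went from 34.9 ± 31.1 to 4.34 ± 1.69 TPM and Lilrb4a from 9.71 ± 6.55 to 1.12 ± 0.666 TPM. In Type D the changes of Trp53 (0.13 log2), Cdkn1a (-0.33), Mdm2 (-0.36), Apaf1 (-0.32) and Perp (-0.12) each had an adjusted p of 1. Cdkn1a, Mdm2, Apaf1 and Perp were lower in all 3 Type D lines, and Trp53 was higher in all 3.

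Module 5 was lower in Restored + CsA than in Restored by a mean change of -0.25 ± 0.108 log2 in Type D, in 3 of 3 lines (exact sign-flip, two-sided p 0.25), with 84 of 101 genes lower. In Type V the change was -0.0625 ± 0.113, with 2 of 3 lines lower. Without Type V replicate 1, 2 or 3 it was -0.0308, -0.13 or -0.0287. The difference between types was -0.18 log2 (exact permutation two-sided p 0.1). In Type D camera gave an adjusted p of 2.71e-09 and fry 0.357. The p53 targets changed by -0.11 ± 0.0967 in Type D (-0.17 without Type D replicate 3) and by -0.0112 ± 0.074 in Type V, where leaving out replicate 2 gave -0.0492 and leaving out replicate 3 gave 0.0247. Fry passed 0 of 16 lists in either type, with or without the block, and camera passed 6 and 5.

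In the presence of CsA, restoration raised 498 genes and lowered 265 in Type D, and raised 401 and lowered 249 in Type V. All 763 and all 650 changed in the same direction in all 3 lines, and 3100 and 2747 genes reached unadjusted p under 0.05. The cell line block moved the Type D count most, to 833 higher and 533 lower, and gave 709 and 415 in Type V. A fit to the compared groups gave 276 genes in Type V, and leaving out Type D replicate 3 gave 456 in Type D. The Type D split was 373 higher and 324 lower after quantile normalization, and 389 and 331 after median-ratio scaling. The largest changes in Type D were Atg9b (5.67 log2), 1700007K13Rik (5.61), Sytl1 (5.38), Sprr2b (-4.11), Sult1c2 (-3.87) and Vsig1 (-3.77; not called without Type D replicate 2, at -3.50). In Type V they were Atg9b (6.06), Svop (6.05), 1700007K13Rik (6.01), Mgp (-4.18), Plk1 (-3.09) and Bub1b (-3.04). These libraries share none with the comparison of Restored and Control. Of the Type D calls made without CsA, 435 of 633 higher and 237 of 344 lower genes were called again with CsA, and 99.1 and 99.7 percent had the same sign. In Type V 361 of 478 and 219 of 268 were called again. With CsA 271 higher and 173 lower genes were shared by the types.

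Lists were then read in the CsA libraries. The p53 targets rose by 1.9 ± 0.14 log2 in Type D (42 of 58 genes called, 44 over the list alone) and by 1.81 ± 0.076 in Type V (39, 44), a difference of 0.0879 (exact permutation two-sided p 0.4), so the larger rise in Type D seen without CsA was not repeated. The largest were Ak1 (4.38), Tap1 (4.28) and Mdm2 (3.99) in Type D, and Cdkn1a (4.51), Dcxr (3.78) and Pidd1 (3.69) in Type V. Module 5 rose by 1.58 ± 0.215 in Type D (59 of 101, 75) and by 1.01 ± 0.193 in Type V (29, 35), a difference of 0.574 (exact permutation two-sided p 0.1, fry adjusted p 0.0228). The cell cycle list changed by -1.44 ± 0.355 and -1.52 ± 0.24, a difference of 0.0771, against -0.51 without CsA. Fry passed 9 of 16 lists in Type D and 8 in Type V, camera passed 10 and 11, and fry with the block passed 14 and 13.

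**Figure D4:**
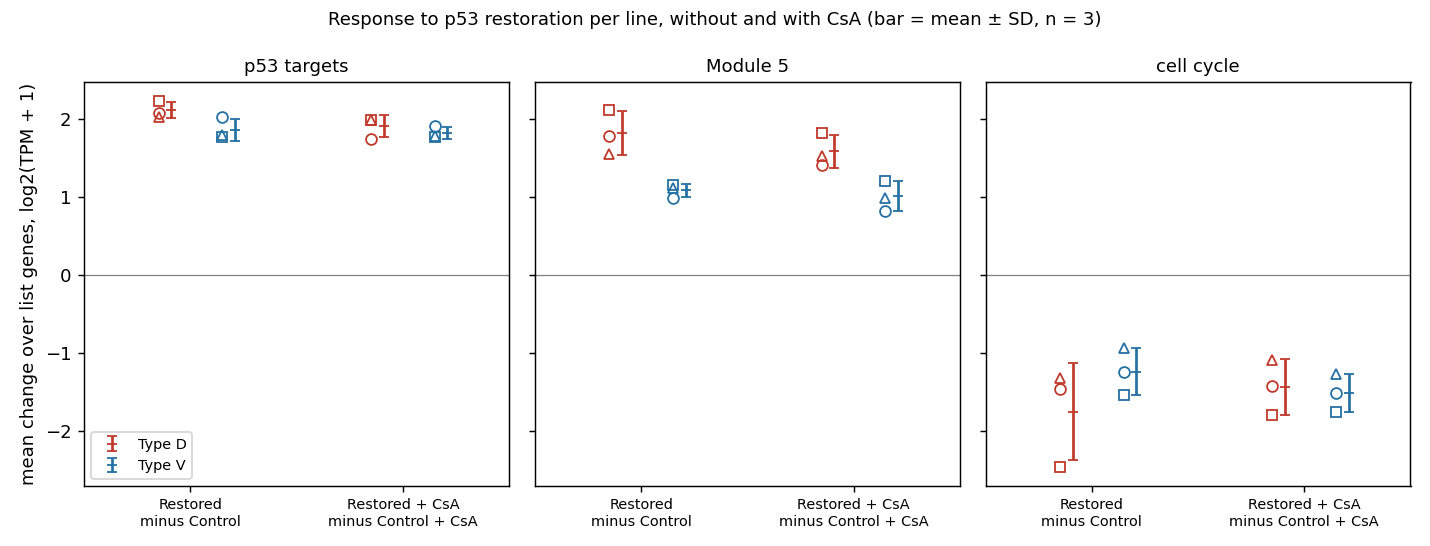
Mean change of the p53 targets, Module 5 and the cell cycle list on restoration in each line, without and with CsA, on the log2(TPM + 1) scale. Type D is red, Type V is blue, circle, square and triangle are replicates 1, 2 and 3, and bars show mean ± SD over 3 lines.

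The share of the response kept under CsA was measured as the slope of the change with CsA on the change without CsA, per line. For the 977 genes chosen without CsA in Type D it was 0.879 ± 0.0511 (mean ± SD, n = 3 lines). Genes chosen on one set of libraries must lose part of their change in another. In the mirror choice, 763 genes chosen with CsA, the change without CsA was 1.02 ± 0.0533 of that with CsA. For the 1169 genes chosen on the average of both the kept share was 0.907 ± 0.0502, for p53 targets 0.893 ± 0.0723 and for Module 5 0.876 ± 0.0936. In Type V the corresponding values were 0.956 ± 0.0266 (746 genes), 0.975 for the mirror choice (650 genes), 0.964 (953 genes), 0.971 and 0.913. For the 314 genes called higher in Type D alone the kept share was 0.787 ± 0.118, and the mirror slope of 227 genes was 0.983 ± 0.105.

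The interaction of CsA with restoration, which tests the same question gene by gene, gave 0 genes in Type D and 0 in Type V. At unadjusted p under 0.05 there were 56 and 23 genes, against 705 expected, and the cell line block also gave 0. The power of either fit for an interaction was not measured. Leaving out a line moved these counts most: 1 gene without Type D replicate 2, and 1 gene without Type V replicate 3. For Module 5 the interaction was -0.23 ± 0.185 log2 in Type D and -0.0738 ± 0.121 in Type V (-0.0305, -0.14 and -0.0483 without Type V replicate 1, 2 and 3; exact permutation two-sided p 0.3 between types). In Type D camera gave 5.7e-10 and fry 0.958. For p53 targets it was -0.21 ± 0.15 and -0.0438 ± 0.0672 (exact permutation two-sided p 0.2; -0.00503 without Type V replicate 1). Fry passed 0 of 16 lists in each type and camera passed 8 and 4.

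Genes named by the study were read individually. Of the 8 cyclophilin genes, Ppih was lower after restoration in both types (-1.18 log2, adjusted p 0.000275 in Type D; -1.27, 0.00019 in Type V). The other changes were under 1 log2: Ppia (-0.60 in Type D, adjusted p 0.046; -0.48 in Type V), Ppib (-0.35, -0.18), Ppic (-0.87, -0.91), Ppid (-0.21, -0.71), Ppie (-0.0949, -0.49), Ppif (0.0594, -0.36) and Ppig (-0.17, -0.21). The mean over the list was -0.43 ± 0.109 in Type D and -0.58 ± 0.0785 in Type V, lower in all lines, with 1 gene called in each type (1 over the list alone). CsA alone changed the list by 0.00647 and -0.0221 log2. Apaf1 rose by 2.08 log2 in Type D and 1.65 in Type V (difference 0.42, adjusted p 1) and Perp by 2.47 and 2.51 (difference -0.0422, adjusted p 1), so both cell death genes were called in both types (2 of 2, also over the list alone). Perp was not called in Type D without replicate 2 (2.04) or replicate 3 (2.57), nor in Type V in a fit to the compared groups. Among genes chosen as checks, Rb1 rose by 1.60 (adjusted p 0.00113) and 1.97 (0.000204), Rbl2 by 0.30 and 0.50, and Rcan1 by 0.63 and 0.86 (1.08 and called without Type V replicate 2). The study's mouse model deletes Rb1 and Rbl2 in the tumors, and its immunoblots found no RB protein in the lines. RNA values of Rb1 and Rbl2 therefore do not show working genes. Cdkn2a changed by -0.56 and -1.02 (adjusted p 0.00568 in Type V; not called without Type V replicate 2, at -0.97, or replicate 3, at -0.88). In this list 4 of 7 genes were called higher in each type and 1 lower in Type V, with the same counts over the list alone.

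Factors that define tumor subtypes were read gene by gene. Neurod1 was listed at 0 in 21 of the 24 libraries and Pou2f3 reached at most 0.0821 TPM. Yap1 was at 107 ± 4.14 TPM in Type D Control and at 166, 571 and 126 TPM in the Type V Control libraries, and changed by -0.0258 and 0.0172 log2 on restoration. Of the 24 genes of the neuroendocrine list, 10 were under a TPM of 1 in all libraries and 2, Chga and Grp, were listed at 0 in all. Over the 11 of its genes that were tested, the list changed by -0.12 ± 0.0531 log2 on restoration in Type D. That value was -0.0297 over all 24 genes, -0.0328 as a median over genes and -0.23 after quantile normalization.

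Positions of the main genes are given in the GRCm38 build of the mouse genome, from GENCODE release M21, because the table carries none. Trp53 lies on chromosome 11 at 69580359 to 69591873, Cdkn1a on 17 at 29090976 to 29100727, and Mdm2 on 10 at 117688875 to 117710758. Lilr4b (51480632 to 51486703) and Lilrb4a (51490956 to 51496611) are neighbors on chromosome 10. Mgp lies on chromosome 6 at 136872435 to 136875823 and Gm15987 on 6 at 128951204 to 128975029.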

Values the study reported

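The study reports 109 genes higher in Type D and 57 higher in Type V before restoration. After 72 h of restoration it counts 764 changed genes in Type D and 250 in Type V. Its Module 5 holds 102 genes. In its principal components, component 1 holds more than 47 percent of the variance and component 2 more than 12 percent.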

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

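The items of this part and the explanations tested for them were chosen only after the results were seen. The gene lists and the alternatives named above, the cell line block among them, were fixed before the data were examined. The items below were singled out because all 3 lines of Type D changed in one direction and all 3 of Type V in the other, or because a test found the change to differ between the types. Of 80 list changes looked at, 7 had opposite signs in this way, against 2.5 expected by chance (3.13 percent each). The lists share genes, so the 7 are not independent. A difference between types passed under fry for 2 of the 80, and for 17 with the cell line block.

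After restoration the Type D signature fell in Type D (-0.16 ± 0.09 log2) and rose in Type V (0.233 ± 0.051), a difference of -0.40 (fry adjusted p 0.207, with the block 0.000177). The study chose these genes as high in Type D Control, so a return toward the mean could give this pattern. In the CsA libraries, which were not used for that choice, the difference was -0.33 (fry 0.319, with the block 0.000873; Type D value -0.10 without replicate 1). As a median over genes the values were -0.20 in Type D and 0.16 in Type V, and after quantile normalization -0.22 and 0.136. Median-ratio scaling gave -0.47, and removing trends with GC content and gene length gave -0.42. These 3 technical explanations do not account for the pattern. As a hypothesis only, restoration narrows the difference between types, and without the block the data do not establish it.

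The Type V Signature rose in Type D (0.233 ± 0.0544) and fell in Type V (-0.26 ± 0.176) on restoration under CsA, a difference of 0.495 (fry 0.157, with the block 0.00179). Median-ratio scaling gave 0.434 and removing GC and length trends gave 0.431, so neither explains the difference of the means. After quantile normalization the Type D value was 0.108 and the Type V value -0.31. As a median over genes they were 0.112 ± 0.0905 and -0.0812 ± 0.224, so the means rest on part of the genes and the typical gene moved little. Without Type V replicate 2 the Type V value was -0.16. Without CsA the difference was 0.349 (0.185 ± 0.159 and -0.16 ± 0.157), and Type V replicate 1 did not fall (0.0131). The direction mirrors that of the other signature, but the size depends on how genes are averaged, and the explanation is left open.

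Mesenchymal genes rose in Type D (0.297 ± 0.0497) and fell in Type V (-0.57 ± 0.342) on restoration under CsA, a difference of 0.87 (fry 0.0912, with the block 0.00319). Without CsA the difference was 0.622 (exact permutation two-sided p 0.3), and Type V replicate 1 rose there by 0.222 (Type V mean -0.40 ± 0.575). The Type D lines all rose without CsA as well (0.227 ± 0.026), with a median over genes of 0.0269 ± 0.0466. Low starting values in Type D could hide a fall there, but not produce a mean rise of 0.297. For the 9 genes at a TPM of at least 5 in all Type D Control + CsA libraries the difference was 0.751, from 0.732 ± 0.171 in Type D and -0.0185 ± 0.263 in Type V. As a group these genes hardly fell in Type V, so for the fall, low starting values in Type D and a difference between types cannot be told apart. As a median over genes the values were 0.109 ± 0.0796 in Type D and -0.41 ± 0.135 in Type V, and after quantile normalization 0.205 and -0.63. Median-ratio scaling gave 0.819 and removing GC and length trends gave 0.807. Neither of the last 2 explains the difference. A rise in Type D, with or without CsA, is a hypothesis resting on 3 lines, and the explanation of the fall in Type V is left open.

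Module 5 rose more in Type D than in Type V, by 0.733 log2 without CsA (fry 0.00178, with the block 0.00094) and by 0.574 with CsA (fry 0.0228, with the block 0.00423). The study chose Module 5 on the libraries without CsA, and the value of 0.574 comes from libraries outside that choice, so selection does not explain all of it. A pseudocount of 0.1 gave 0.668, median-ratio scaling 0.672, and removing GC and length trends 0.72. A stronger response of Module 5 in Type D may therefore be biological, and this remains a hypothesis, because the lines differ in more than their type.

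Cell cycle genes and Module 3 were singled out because the interaction of CsA with restoration had opposite signs in the types, and Module 3 also by its change from Restored to Restored + CsA. The interaction was 0.313 ± 0.323 in Type D and -0.28 ± 0.0609 in Type V for the cell cycle list, a difference of 0.588 (fry adjusted p 1, with the block 0.768). For Module 3 it was 0.317 ± 0.183 and -0.14 ± 0.0105, a difference of 0.457 (fry 1, with the block 0.768). From Restored to Restored + CsA, Module 3 changed by 0.119 ± 0.141 and -0.35 ± 0.112, a difference of 0.473 (fry 0.674; Type D value 0.0404 without replicate 2). The cell cycle list changed in that comparison by -0.11, 0.358 and -0.0984 in the 3 Type D lines and by -0.52 ± 0.166 in Type V, so only Type D replicate 2 rose (Type D mean 0.0507, and 0.13, -0.10 and 0.125 without replicate 1, 2 and 3). CsA alone lowered it in both types (-0.26 and -0.24). Selection could act on Module 3, and was not tested for it; the cell cycle list was fixed in advance and still gave 0.588. Without Type D replicate 2 the Type D cell cycle interaction was 0.136 and the difference 0.411. Median-ratio scaling gave 0.552 and removing GC and length trends 0.547. Fry does not pass these differences, and the lists share 21 genes, so chance remains possible.

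The comparison of the restoration response between types gave a count of 4 genes. In 1 of the 10 splits of the 6 lines there were as many genes, the true one, and the other splits gave 0. The difference for Mgp was 4.21 log2. Mgp was at most 0.312 TPM in Type D Control, so it had no room to fall there, and this floor likely explains the difference.

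Lilr4b (4.36 log2) and Lilrb4a (3.16) rose in Type D and hardly appeared in Type V. Of the 31-base sequences in protein-coding transcripts of Lilrb4a, 41 percent also occur in those of Lilr4b. Reads were not used here, and from TPM a rise of one gene and of both cannot be told apart. These genes are known from myeloid cells, and macrophage RNA could bring them in. The summed TPM of 8 macrophage genes in Type D Restored was 1.86, against 34.9 for Lilr4b, which excludes that explanation. Lower values under CsA were carried in part by Type D replicate 1, without which the changes of Lilr4b and Lilrb4a were -1.81 and -1.59 and neither was called.

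Gm15987 differed by -4.41 log2 without CsA, rising in Type V (4.26) and not in Type D (-0.15). Under CsA it rose by 4.43 in Type V and by 0.705 ± 0.636 in Type D (adjusted p 0.283, with the block 0.0312). The Type D lines gave 0.015, 1.27 and 0.832, so replicate 1 hardly changed. Its overlap with Clec2g is on the opposite strand, and Clec2g itself was at 0.448 TPM in Type V Restored. That is far below the 26.7 TPM of Gm15987, which argues against spill from a more abundant neighbor, but how reads in the overlap were assigned was not tested. Median-ratio scaling gave -4.39, still called, so scaling does not explain the difference. What drives it is left open.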

How the results depend on the processing

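Settings that moved a count by more than 1.5 times are listed here with the values. For Type D against Type V in Control, the fit to the compared groups gave 631 calls against 1246. For restoration, the replicate block gave 1582 calls in Type D against 977 and 1222 in Type V against 746, and the compared groups alone gave 291 in Type V. For the difference in restoration response, no filter gave 7 calls, the replicate block 344 and the compared groups alone 2, against 4. For CsA alone in Type D, the replicate block gave 2 against 0. For CsA after restoration in Type D, a pseudocount of 0.1 gave 0, a TPM minimum of 5 gave 0, quantile normalization 1, median-ratio scaling 1, the replicate block 18 and the compared groups alone 0, against 2. For restoration under CsA, the replicate block gave 1366 in Type D against 763 and 1124 in Type V against 650, and the compared groups alone gave 276 in Type V. The replicate block takes the differences between lines out of the spread and so has more power; for the other settings the cause was not tested.

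All calls without the replicate block were also made with it. In tests of named genes, the block weakened, strengthened or reversed 0 of 81 results. The design is balanced, so the block leaves the estimates as they are and no sign could reverse. Many of the 81 were named because the fit without the block called them. The 0 was therefore largely fixed in advance. The difference between types for Mdm2, given above, is not among the 81. Beyond the values printed with the results, the block changed no other call in the text.

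Leaving out each line in turn gave these lowest and highest counts: 800 to 1627 for Type D against Type V in Control; 604 to 714 and 530 to 724 for restoration in Type D and Type V; 4 to 15 for the difference in response; 0 to 0 and 0 to 1 for CsA alone; 1 to 3 and 0 to 1 for CsA after restoration; 456 to 539 and 505 to 612 for restoration under CsA; 0 to 1 and 0 to 1 for the interaction. The lowest of the first was without Type D replicate 1, and the 15 without Type V replicate 2. The share of component 1 ran from 39.5 to 47.9 percent and that of component 2 from 18.1 to 20.9 percent. For Module 5 on restoration the range was 1.66 to 1.95 in Type D and 1.05 to 1.13 in Type V, and for p53 targets 2.05 to 2.15 and 1.77 to 1.9. Under CsA these were 1.46 to 1.67, 0.905 to 1.1, 1.86 to 1.98 and 1.77 to 1.84. From Restored to Restored + CsA in Type D, Module 5 ran from -0.30 to -0.19 and p53 targets from -0.17 to -0.0807. The interactions in Type D ran from -0.34 to -0.16 and from -0.29 to -0.15, and those of p53 targets in Type V from -0.0646 to -0.00503. Kept shares in Type D ran from 0.841 to 0.896 (chosen without CsA), 0.987 to 1.05 (mirror), 0.872 to 0.921 (average), 0.857 to 0.929 (p53 targets) and 0.825 to 0.917 (Module 5). In Type V they ran from 0.93 to 0.965, 0.951 to 0.981, 0.95 to 0.979, 0.956 to 0.995 and 0.863 to 0.947.

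Among main list values, Module 5 on restoration in Type V was 1.33 with a pseudocount of 0.1 and 0.956 as a median over genes, and 1.24 under CsA with a pseudocount of 0.1. The kept share in Type V was 0.92 for genes chosen without CsA and 0.929 for genes chosen on the average, with a pseudocount of 0.1. Scaling genes gave 27.7 percent for component 1 and 22.3 for component 2, and a pseudocount of 0.1 gave 15.2 for component 2. Of the other list values, 66 moved by more than the SD between lines and 654 did not.

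Signs reversed for genes with changes near 0. Ppif on restoration in Type D was -0.0736 after quantile normalization, -0.0364 after median-ratio scaling, -0.0421 without Type D replicate 1, 0.238 without Type D replicate 2 and -0.0174 without Type D replicate 3, against 0.0594. Yap1 in Type D was 0.0146 without Type D replicate 1, -0.0947 without Type D replicate 2 and 0.00272 without Type D replicate 3. Yap1 in Type V was -0.0192 after quantile normalization, -0.0108 after median-ratio scaling, -0.0796 without Type V replicate 1 and 0.0923 without Type V replicate 3. Of the other named gene results, 20 lost their call under a setting and 613 kept their label; with a line left out 19 lost it, 1 gained it (Rcan1, 1.08 without Type V replicate 2) and 302 did not change. Those that lost it were mostly p53 targets that differed in Control (Sesn1, Cdkn1a) and Lilr4b and Lilrb4a under CsA; without Type V replicate 2 Cdkn1a in Control was 0.856, and with a pseudocount of 0.1 Lilr4b was -2.69 and Lilrb4a -2.94 under CsA, neither called.

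Other gene models, other list sources and a voom-like weighting were not run, nor was an alternative to the limma trend.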

Other observations

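Before restoration 624 genes were higher in Type D and 622 in Type V. That is higher than the values quoted from the study above. Restoration changed 977 genes in Type D. That is higher than the value quoted from the study above. Restoration changed 746 genes in Type V. That is higher than the value quoted from the study above. A fit to the compared groups alone gave 766 genes in Type D, 291 in Type V and 631 for Control. In Type D that fit gave 479 higher and 287 lower genes. The split by direction given by the study is more even, so a nearby total does not make it the same fit. The study may have used limma or DESeq2 for its counts, so the methods may differ. What sets the counts apart was not tested.

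The tests in this paragraph were chosen only after the counts were seen. In 1 of the 10 splits of the 6 samples as many genes were called as between Type D and Type V in Control, and the other splits gave at most 1. For paired data, 4 of the 10 splits part all 3 pairs and the 6 others keep a whole pair on each side. For restoration in Type D and Type V, and for restoration under CsA in Type D and Type V, 1 of the 10 splits gave as many genes, and 1 of the 4; the other splits gave at most 1 gene. For CsA after restoration in Type D, 3 of the 10 splits gave as many genes, and 1 of the 4. For CsA alone in both types, CsA after restoration in Type V and the interaction in both types, 10 of the 10 splits gave as many genes, since the count was 0. With 10 splits no number smaller than 1 is possible, so this test cannot pass whatever the data, and no conclusion about chance is drawn from it. The counts themselves differ. The 977, 746, 763 and 650 genes of restoration stood against at most 1 in any other split, while the 2 genes under CsA were matched by 2 other splits. For CsA after restoration in Type D the 3 splits are the true one and 2 that keep a whole pair on each side.

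The study reports that CsA abolished the induction of the gene group that rose mainly in Type D. It also reports a smaller rise of a curated p53 gene set under CsA in Type D, and no such effect in Type V. In separate libraries, not analysed here, it found lower Module 5 expression after targeting Ppia by CRISPR. Here Module 5 rose by 1.58 log2 in Type D with CsA and by 1.81 without, and the kept share was 0.876. The mirror slope was named as a test before its values were seen. Genes called higher in Type D alone had a mirror slope of 0.983 against a kept share of 0.787, and the lines ran from 0.871 to 1.08. Without Type D replicate 1 that mirror slope was 0.849, and without replicate 3 that kept share was 0.666. Genes called higher in Type V alone had 0.973 and 0.868. For all genes chosen in Type D the mirror slope was 1.035, 1.058 and 0.956 in replicates 1, 2 and 3, and the kept share was 0.879. For genes chosen on these libraries, Module 5 among them, selection and a weak effect of CsA therefore cannot be told apart. The p53 targets were not chosen on them, and the tests of this list were chosen only after its values were seen. Their interaction was -0.21 ± 0.15 in Type D, lower in 3 of 3 lines (-0.29 without Type D replicate 3), and selection does not explain it. Median-ratio scaling gave -0.24 and removing GC and length trends -0.21. Over both types it was -0.13 ± 0.138, lower in 6 of 6 lines, as were Module 1 (-0.11) and Module 6 (-0.11). Each exact sign-flip p was 0.03125, the smallest possible, and 0.167 after adjustment over 16 lists, which could not pass, while fry passed 0 lists. The direction in Type D is the one the study reports for its curated p53 gene set, which is another list. A small reduction of the p53 response by CsA may exist, and for the list used here chance and a response to CsA cannot be told apart.

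The study reports no effect of CsA before restoration. These tests over 6 lines were chosen only after the values were seen. With both types pooled, ER stress rose by 0.391 ± 0.166 log2 in 6 of 6 lines, while cell cycle (-0.25) and cholesterol synthesis (-0.20) fell in 6 of 6. Each exact sign-flip p was 0.03125, the smallest possible. After adjustment over 16 lists it was 0.0833, and with 6 lists at the smallest p no lower value could be had, so the adjusted value decides nothing. Fry, pooled over types, gave ER stress an adjusted p of 0.535, and 0.165 with the block. Random lists of like abundance, 10000 for each list, were compared by their medians. The farthest were 0.126 for ER stress (median 0.375), -0.11 for cell cycle (-0.25) and -0.14 for cholesterol synthesis (-0.21), which argues against a chance choice of genes. Median-ratio scaling gave 0.41, -0.23 and -0.18, and removing GC and length trends 0.394, -0.24 and -0.19, so neither explains the changes. Of the 16 lists 1 rose and 5 fell in all 6 lines, against 0.5 expected by chance. When the signs of whole lines were flipped for all lists together, 1 of 32 sign patterns gave as many lists, the true one (exact p 0.03125, the smallest possible), and the others gave at most 3. The count was chosen because of these lists, so it does not settle whether chance moved them. The same count gave 0.375 for Restored + CsA against Restored (1 list) and 0.03125 for the interaction (Module 1, Module 6 and p53 targets). For the single lists and for the set, chance and a response to CsA cannot be told apart, because no test over the lines that was not chosen from the pattern passes after correction. In the restored libraries, which share no sample with these, ER stress rose by 0.325 ± 0.287 in 5 of 6 lines (exact sign-flip p 0.0938). A mild response to CsA shared by the types may exist, as a hypothesis. The largest genes were Chac1 (1.13), Trib3 (0.929) and Asns (0.843).

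Small cell lung tumors are neuroendocrine, yet 10 of the 24 genes of the neuroendocrine list were under a TPM of 1 in all libraries. The test was chosen after this was seen: of 13 housekeeping genes 0 were listed at 0 in any library, which speaks against failed estimates in the deposited table. Loss of neuroendocrine genes in culture was not tested.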
